A study of Mus musculus with 12 samples.

How the data were processed

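The series holds 12 mouse dorsal hippocampus libraries. Processed files were analysed here for 2 of them, both from chromatin immunoprecipitation followed by sequencing (ChIP-seq) with a pan-lysine-crotonylation (pan-Kcr) antibody, which binds crotonylated lysine on histones and other proteins. One library came from mice trained in a spatial object recognition task (called learning) and the other from mice kept in the home cage (called homecage). The 8 single-nucleus RNA and chromatin accessibility libraries from crotonate- and saline-treated mice and the 2 input libraries were not analysed here. Libraries were assigned to conditions by their titles. There is 1 antibody library per condition, so no difference between the conditions has a replicate check, no p-value across conditions is given, and each comparison describes these 2 libraries. Whether a library pools several animals is not stated.

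Each deposited file is a list of called peaks with 4 columns, the chromosome, the start, the end and a peak name. The peak names in the deposited files say that broad peaks were called at a p-value threshold of 0.01, and each library has its own list. Neither these names nor the labels state the peak caller, the aligner, the genome build, the read filters or whether an input library served as control. The files as analysed carry no enrichment, p-value, q-value, read count or read total, so the read depth behind each list is unknown, and peaks cannot be ranked or filtered by strength. The only measurements are peak position and width in base pairs. The smallest width was 146 bp in the learning list and 147 bp in the homecage list, and peaks within a list were at least 401 bp apart on the assembled chromosomes.

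Gene positions came from a RefSeq gene table of GRCm38.p6 with 49943 genes on chromosomes 1 to 19, X and Y, 21887 of them protein-coding. The files name no build. Their sequence names and highest positions on chromosomes 1 and Y exclude mm9 and GRCm39, and GRCm38 was taken as the build. The match was checked by the profile of peaks around gene ends, which in both lists was highest 250 bp from the annotated ends and near its distant level at 5 kb. Only peak coordinates from the files are printed, as 1-based positions.

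The design was fixed before the data were examined, and parts of it could not be run on files without strengths. The gene table gives no strand, so promoters could not be told from 3' ends. Windows of 1 kb on either side of both ends of each protein-coding gene (gene ends) replaced the planned promoter windows. Peak width replaced enrichment in the rank correlation at shared peaks and replaced −log10 p in the rule for named genes. That rule takes, in each library, the 3 protein-coding genes with the widest peaks at a gene end, the 3 with the widest learning peaks and no homecage peak there, and the 3 from each of the glutamate and activity-induced lists in each library. These replacements were chosen after the format of the files was seen and before the values were.

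Peaks on chromosomes 1 to 19, X and Y entered the comparisons, and peaks on other sequences were counted separately. Peaks were shared if they overlapped by at least 1 bp. Observed shares were set against 100 random placements of peaks within their chromosomes, between the first and last peak of either list, with peak number and width kept. For shared peaks the other list was placed at random, and for gene ends the list itself. Shares are given with exact Clopper-Pearson 95% intervals, which treat peaks or genes as independent and cover counting error only. Neighbouring peaks are not independent, so the true errors are larger. Genes of 5 lists fixed before the data were examined (glutamate signalling, GABA signalling, activity-induced, housekeeping and olfactory receptor genes) were compared with 10000 random lists of equal size drawn from the same 10 classes of gene length. The listed genes were not removed from the classes before drawing. All 128 symbols of the first 4 lists matched the gene table, and the olfactory receptor list held 1110 genes. Python 3.11.15 with numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and matplotlib 3.10.9 was used.

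The functions were tested on simulated lists. In simulated lists of the size of the learning and homecage lists with 30% planted sharing, 36.7% of 16002 learning peaks were found shared against 37.0% expected with chance overlaps, and 2 unrelated lists gave a fold of 0.963. With 10% of peaks planted at gene ends, 13.3% were found there, against 13.3% expected with chance hits. Simulated lists of 50 genes with no difference had a mean percentile of 51.9. Alternatives tried were merging of peaks closer than 1 kb, all sequences in the file, stricter overlaps, 3 kb windows, peak centres, gene bodies, unmatched random lists, a homecage list reduced to the learning number at random or by width, peaks of at least 500 bp, removal of the densest 1-Mb bins, autosomes only, and 2 other random placements.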

Results

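Pan-Kcr ChIP-seq peak lists were compared between dorsal hippocampus of mice trained in a spatial object recognition task, in which mice learn where objects are placed, and of mice kept in their home cage. The comparison addresses where lysine crotonylation, an acylation of lysine residues that includes histone lysines, is detected on chromatin with and without training. Each condition was represented by 1 antibody library. The read depth of both libraries is unknown, and all values below describe these 2 lists.

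The learning list held 16243 peaks and the homecage list 332168. On chromosomes 1 to 19, X and Y, the numbers were 16002 and 331236, so the homecage list was 20.7 times as long. Learning peaks covered 5.62 Mb, or 0.211% of the 2662 Mb between the first and last peaks of the chromosomes. Homecage peaks covered 133 Mb, or 5.01% of that span. Among the alternatives, a minimum width of 500 bp moved this comparison most, to 2503 learning and 82048 homecage peaks, a ratio of 32.8. Peak width differed less than peak number. The median width was 306 bp in the learning list (25th to 75th percentile 201 to 432 bp) and 351 bp in the homecage list (220 to 498 bp). The median distance between neighbouring peaks was 73149 bp in the learning list and 4663 bp in the homecage list.

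The homecage peaks were spread nearly evenly over the 19 autosomes, from 128 peaks per Mb on chromosome 16 to 148 on chromosome 7. The learning peaks varied more, from 4.78 peaks per Mb on chromosome 6 to 9.14 on chromosome 11. Chromosome X was low in both lists. It held 0.716 learning peaks per Mb against an autosomal median of 6.12, 8.56-fold less, and 6.50 homecage peaks per Mb against an autosomal median of 135, 20.8-fold less. Chromosome Y held 0.419 learning and 7.04 homecage peaks per Mb. With peaks of at least 500 bp only, the X difference in the learning list was 5.56-fold.

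**Figure D1:**
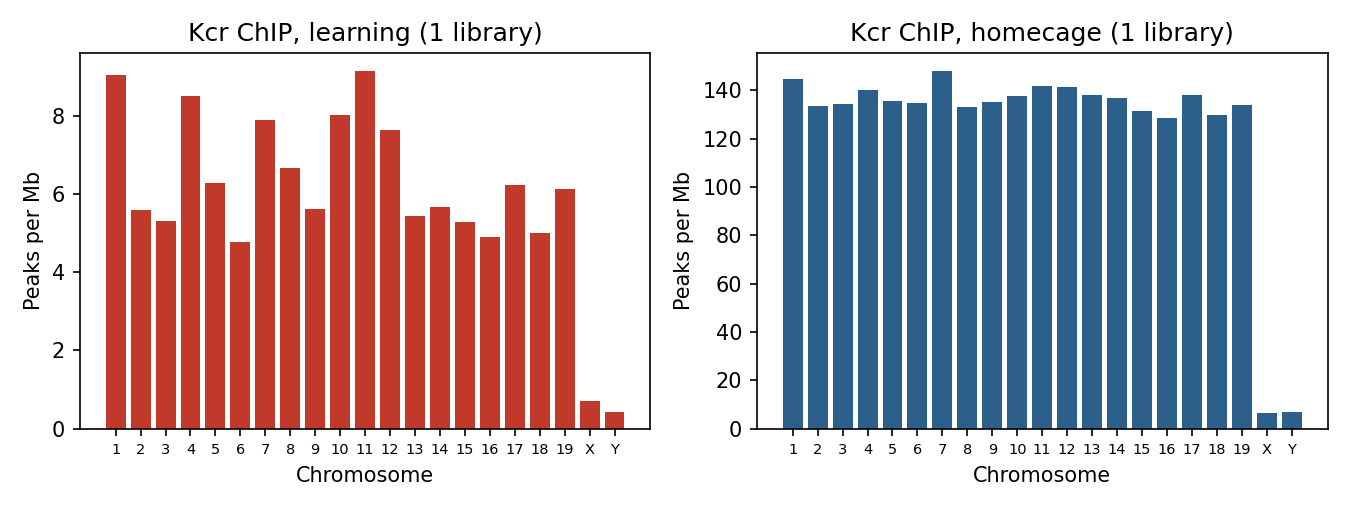
Peaks per Mb on each chromosome (bars, linear axes from 0) in the learning library (left) and the homecage library (right), 1 library each, so no error bars. The autosomes lie between 4.78 and 9.14 peaks per Mb in the learning list and between 128 and 148 in the homecage list, and X and Y lie far below both ranges.

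Of the 16002 learning peaks, 6898 overlapped a homecage peak (43.1%, 95% interval 42.3 to 43.9%). Homecage peaks placed at random within their chromosomes overlapped 9.73% ± 0.231 (SD over 100 placements) of the learning peaks, so the observed share was 4.43 times the random one. Conversely, 6785 homecage peaks (2.05%, 95% interval 2.00 to 2.10%) overlapped a learning peak, against 0.496% ± 0.0107 with randomly placed learning peaks, a 4.13-fold excess. The remaining 324451 homecage peaks had no learning partner. Requiring an overlap of at least 50% of both peaks reduced the shared learning peaks most among the overlap rules, to 14.2%, with a fold over random placement of 5.88. Wider learning peaks were shared more often. In the narrowest quartile of learning peaks (median width 159 bp), 33.0% were shared (95% interval 31.5 to 34.4%), and in the widest quartile (median 535 bp), 61.0% were shared (59.5 to 62.5%). A wider peak also has more chance to overlap another. Across the 6898 learning peaks with a partner, the widths of the overlapping peaks were weakly related (Spearman's rho = 0.18 across peaks, which are not independent replicates).

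Learning peaks lay at gene ends more often than homecage peaks did. Of the learning peaks, 3170 (19.8%, 95% interval 19.2 to 20.4%) overlapped a window of 1 kb around either end of a protein-coding gene, against 3.63% ± 0.150 (SD over 100 placements) after random placement, a 5.45-fold excess. Of the homecage peaks, 16970 (5.12%, 95% interval 5.05 to 5.20%) did so, against 3.67% ± 0.0327, a 1.40-fold excess. Placing peaks at random within their own 1-Mb bin, which keeps the gene density around each peak, lowered the excess to 4.09-fold in the learning list and 1.34-fold in the homecage list, and windows of 3 kb gave 2.97-fold and 1.18-fold. The order of the libraries was the same when the homecage list was reduced to the widest 16002 peaks, which had a 2.48-fold excess. Gene bodies of protein-coding genes were overlapped by 51.6% of learning peaks, against a random share of 41.2%, and by 42.4% of homecage peaks, against a random share of 41.1%.

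The rise above the level at 20 to 100 kb was limited to the surroundings of the gene ends. In the learning list, 2.21% of the 43774 gene ends had a peak 250 bp from the end, on the side of higher coordinates, compared with 1.14% at the end itself and a mean of 0.331% at distances of 20 to 100 kb. In the homecage list, the corresponding values were 10.4%, 7.96% and 5.61%. The highest value was thus 6.68 times the distant level in the learning list and 1.85 times in the homecage list. The distant level itself was above the covered share of the span, 0.211% in the learning list and 5.01% in the homecage list. That span includes X and Y, where peaks were few, so this comparison also reflects how genes are spread over the chromosomes. Placement within 1-Mb bins lowered the excess at gene ends to 4.09-fold in the learning list and 1.34-fold in the homecage list. By that measure, part of the excess over random placement within chromosomes was regional and not confined to gene ends.

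**Figure D2:**
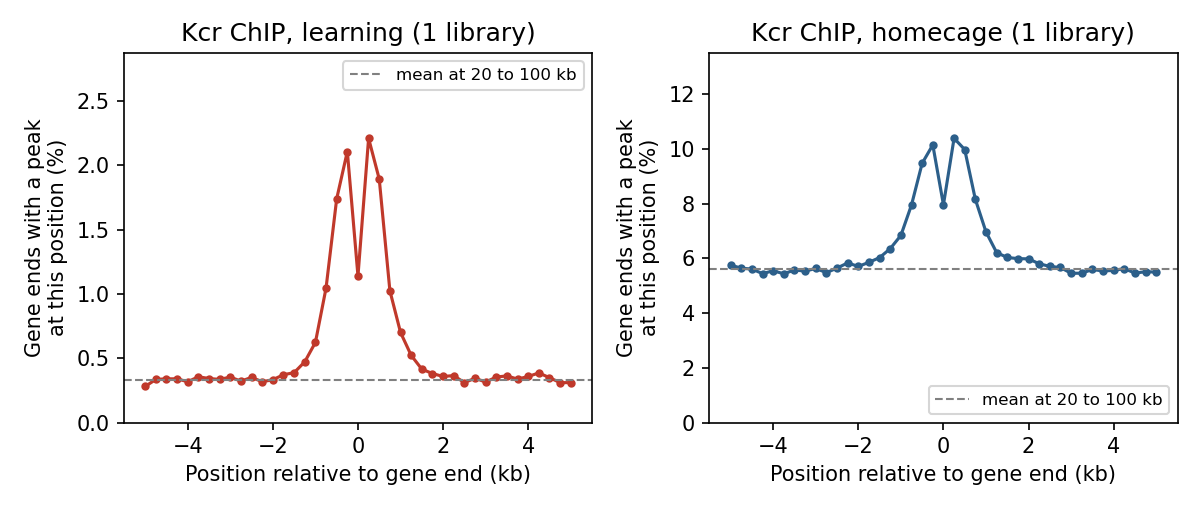
Share of protein-coding gene ends (%, y axis, from 0) with a peak at each distance from the end (kb, x axis, in steps of 250 bp), both ends of 21887 genes combined without regard to strand, in the learning (left) and homecage (right) library. Dashed lines mark the mean at 20 to 100 kb. Both lists rise within 1 kb of gene ends, to 2.21% against 0.331% in the learning list and to 10.4% against 5.61% in the homecage list, and dip at the end itself.

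At the level of genes, 3410 of 21887 protein-coding genes (15.6%) had a learning peak at a gene end, compared with 621 ± 25.3 genes (SD over 100 placements) after random placement. A homecage peak was present at 13329 genes (60.9%), compared with 9736 ± 77.1 after random placement. Both lists had a peak at 2999 genes, the learning list alone at 411, and the homecage list alone at 10330. A gene counted for both lists even where the peaks did not overlap or lay at opposite ends of the gene. Of the genes with a learning peak, 87.9% (95% interval 86.8 to 89.0%) also had a homecage peak, compared with 55.9% of the other genes and with 47.8% ± 0.887 for randomly placed homecage peaks. The genes with a learning peak alone fell to 188 with 3 kb windows. Wider windows also raised the number of all genes with a homecage peak, to 17803. The fall can therefore follow from the density of homecage peaks alone. Of the 966 protein-coding genes on chromosome X, 1 had a learning peak at a gene end (0.104%, 95% interval 0.00262 to 0.575%) and 41 had a homecage peak (4.24%, 3.06 to 5.71%). On the autosomes, the shares were 16.5% (16.0 to 17.0%) and 64.2% (63.6 to 64.9%).

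The study concerns glutamate neurotransmission, and a list of 50 glutamate signalling genes was therefore examined, with 4 reference lists. In the learning library, 10 of the 50 glutamate genes had a peak at a gene end (20.0%, 95% interval 10.0 to 33.7%), and random lists matched on gene length had a median of 20.0%, so that the list stood at percentile 50.9 of the random lists. In the homecage library, 34 had a peak (68.0%, 53.3 to 80.5%), against a random median of 66.0% (percentile 62.9). Neither library differed from random lists by more than the counting interval. In the learning library, peaks anywhere in the gene body moved the glutamate list most, to 12 percentage points above the random median (percentile 97.5, 95% interval of the difference -2.82 to 25.6), and windows of 3 kb gave 4 points (percentile 78.5). By gene bodies, housekeeping genes stood 15.4 points above it (percentile 97.8) and activity-induced genes 14.3 points (percentile 93.5). The GABA signalling and olfactory receptor lists went the other way, at -12.5 points (percentile 4.6) and -3.15 points (percentile 0). Of the 50 genes, 8 had a peak at a gene end in both lists, not necessarily at the same site. A further 2 had one in the learning list alone, 26 in the homecage list alone and 14 in neither. Activity-induced genes, listed as genes that neuronal activity induces, had a learning peak at 6 of 28 genes (21.4%, random median 14.3%, percentile 85.9) and a homecage peak at 17 of 28 (60.7%, random median 60.7%, percentile 47.3). All 6 genes with a learning peak also had a homecage peak at a gene end, not necessarily at the same site. GABA signalling genes were low in both lists, with a learning peak at 2 of 24 genes (8.33%, random median 20.8%, percentile 2.95) and a homecage peak at 12 of 24 (50%, random median 66.7%, percentile 5.33), but both random medians lay within the counting intervals (1.03 to 27.0% and 29.1 to 70.9%). Their learning difference was -16.7 points with 3 kb windows (percentile 0.57) and 0 with peaks of at least 500 bp (percentile 25.8). Housekeeping genes had a learning peak at 5 of 26 genes (19.2%, random median 15.4%, percentile 81.0) and a homecage peak at 20 of 26 (76.9%, random median 61.5%, percentile 97.1), again with the random medians inside the counting intervals (6.55 to 39.4% and 56.4 to 91.0%). With peaks of at least 500 bp, the homecage difference from random lists became -11.5 percentage points for housekeeping genes (95% interval -22.6 to 7.94). For activity-induced genes it rose to 25 points (5.65 to 44.4, percentile 99.6), and in the widest homecage peaks to 21.4 points (6.08 to 41.5). These activity-induced intervals excluded 0. The homecage list reduced at random gave -3.57 points for activity-induced genes (percentile 15.7), and the learning list with the 500 bp minimum gave 0.

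Olfactory receptor genes served as a list of tissue-restricted genes. Only 10 of 1110 had a learning peak at a gene end (0.901%, 95% interval 0.433 to 1.65%), against a median of 4.68% of length-matched random lists, which put the list below all of the 10000 random lists. Olfactory receptor genes could themselves be drawn into the random lists, which pulls the random median towards the list. How many were drawn was not counted, so the size of the difference in either library depends on this choice. In the homecage library, 519 had a peak (46.8%, 43.8 to 49.7%), against a random median of 43.5% (percentile 99.7). The homecage excess over random lists changed sign when the random lists were not matched on length, to a difference of -14.2 percentage points, and also in 3 shortened homecage lists. It was -0.541 points in the list reduced at random (percentile 8.84), -1.17 points in the widest peaks (percentile 0.68) and -0.991 points with peaks of at least 500 bp (percentile 15.1), and all 3 counting intervals included 0. Without the densest 1-Mb bins it was 5.41 points (95% interval 2.45 to 8.39, percentile 100). The learning deficit stayed negative where it was recomputed without matching, with 3 kb windows and with peaks of at least 500 bp. These 10 percentiles form 1 family of descriptions, without a test across conditions.

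**Figure D3:**
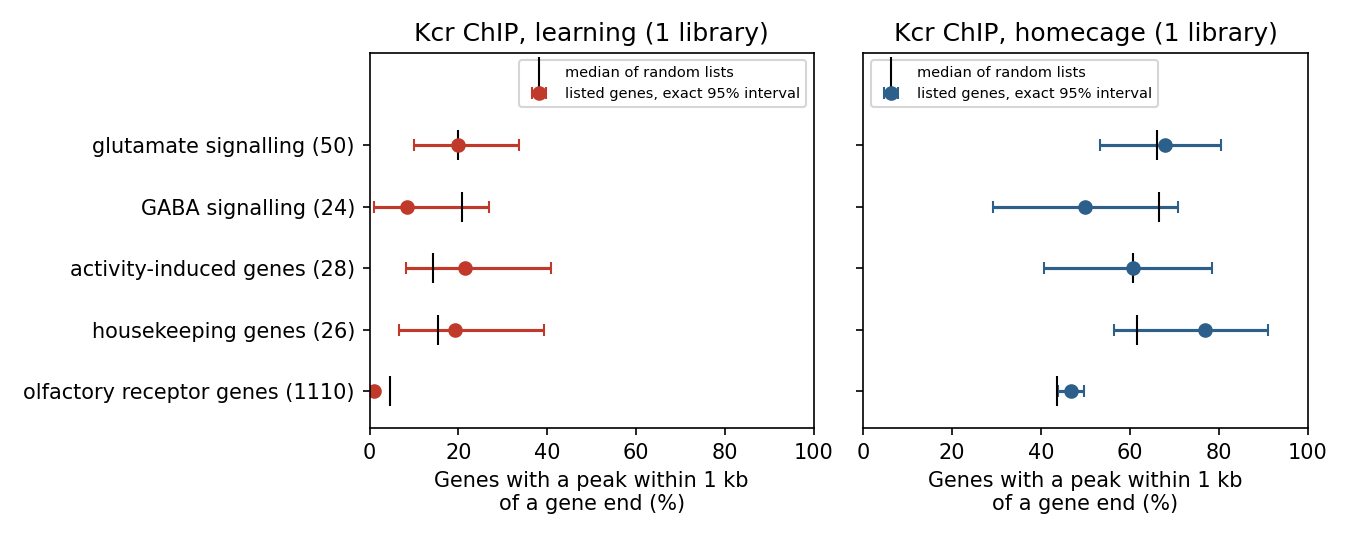
Share of listed genes with a peak within 1 kb of a gene end (%, x axis) in the learning (left) and homecage (right) library, for 5 gene lists (number of genes in brackets). Points are the observed shares with exact 95% intervals and vertical ticks the median of 10000 length-matched random lists. Glutamate signalling genes lie at the random median in the learning list (20.0%) and near it in the homecage list (68.0% against 66.0%), and olfactory receptor genes lie below it in the learning list (0.901% against 4.68%).

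Single genes are given with GRCm38 positions and were chosen by peak width. The widest learning peaks at a gene end lay at Frmd8 (chromosome 19, 5847404 to 5850094, 2691 bp, outside the gene), Kmt2e (chromosome 5, 23433159 to 23435355, 2197 bp, inside the gene) and Actg1 (chromosome 11, 120348000 to 120350124, 2125 bp, across a gene end). Each also had a homecage peak at a gene end, of 681, 2554 and 1430 bp. The widest homecage peaks at a gene end lay at Vmn1r250 (chromosome 7, 22130653 to 22134780, 4128 bp) and Vmn1r159 (chromosome 7, 22840299 to 22844206, 3908 bp), 2 members of a multigene family, and at Nfix (chromosome 8, 84797174 to 84800964, 3791 bp, inside the gene). The Vmn1r peaks are uncertain because related genes can share reads, and the 1-Mb bin that holds them had the most homecage peaks of all bins, 461. The Vmn1r genes had no learning peak at a gene end. Nfix had a learning peak of 707 bp at its other end. The widest learning peaks without a homecage peak at the gene's ends lay at Rbsn (chromosome 6, 92213919 to 92215157, 1239 bp), B4galnt1 (chromosome 10, 127165317 to 127166327, 1011 bp) and Rprd1b (chromosome 2, 158028168 to 158029100, 933 bp), and these genes had 4, 3 and 5 homecage peaks elsewhere in the gene. Srpk2 overlapped or lay within 1 kb of Kmt2e, as did Lyl1 for Nfix, Slc26a10 for B4galnt1 and Tti1 for Rprd1b. Their distances from the peaks were not measured.

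In the glutamate list, the widest learning peaks lay at Dlg4 (chromosome 11, 70017869 to 70018803, 935 bp), Grm4 (chromosome 17, 27512837 to 27513291, 455 bp) and Grin1 (chromosome 2, 25291637 to 25292079, 443 bp), all inside the genes. The homecage list had a 973 bp peak over the Grm4 site, a 766 bp peak outside Grin1, and a 147 bp peak at the other end of Dlg4. Lrrc26 overlapped or lay within 1 kb of Grin1. The widest homecage peaks in this list lay at Grm2 (chromosome 9, 106655771 to 106657356, 1586 bp), Camk2a (chromosome 18, 60925720 to 60926877, 1158 bp) and Gria4 (chromosome 9, 4795092 to 4796132, 1041 bp), and none of the 3 genes had a learning peak at a gene end. Camk2a had 1 learning peak elsewhere in the gene, and 2 learning peaks within 3 kb of its ends. The 2 glutamate genes with a learning peak alone, named after their values were seen, were Gria2 (chromosome 3, 80802976 to 80803321, 346 bp, inside the gene) and Slc17a8 (chromosome 10, 89620661 to 89620884, 224 bp, inside the gene). The nearest homecage peaks lay 331 bp and 1891 bp away. Among activity-induced genes, the widest learning peaks lay at Ier5 (chromosome 1, 155098578 to 155099475, 898 bp), Nr4a2 (chromosome 2, 57123523 to 57124012, 490 bp) and Junb (chromosome 8, 84977513 to 84977889, 377 bp). Homecage peaks of 973 bp and 494 bp overlapped those at Ier5 and Nr4a2, and the widest homecage peak at Junb, 512 bp, lay outside the gene and did not overlap the learning peak. The widest homecage peaks lay at Per1 (chromosome 11, 69095595 to 69098538, 2944 bp), Klf4 (chromosome 4, 55532782 to 55534502, 1721 bp) and Gadd45g (chromosome 13, 51847838 to 51849121, 1284 bp), which had no learning peak at a gene end.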

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

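The random placement on unplaced sequences was chosen only after the result was seen, and the density test before. Peaks outside the assembled chromosomes entered only the total peak numbers of the report and the alternative with all sequences. The learning list held 241 of them (1.48% of its peaks) on 7 unplaced or unlocalized sequences, and the homecage list 932 (0.281%) on 23, both above the 3 that a count of 0 allows. All 7 sequences with learning peaks also had homecage peaks, and 81.3% (95% interval 75.8 to 86.0%) of the learning peaks there overlapped a homecage peak. Homecage peaks placed at random on the same sequences overlapped 47.5% ± 2.92 (SD over 100 placements), so the excess was 1.71-fold. With chance overlap that high, this fold is not comparable with the one on the assembled chromosomes. A candidate explanation is sequence present in many copies that collapses onto these short sequences. It predicts more peaks per Mb than on the chromosomes. Over the 2.68 Mb reached by peaks of either list, the density was 2.79 times that of the chromosomes in the homecage list and 14.9 times in the learning list. Sequences without any peak are not counted in that length, which raises both ratios, and no copy number was measured, so this explanation cannot be told apart from crotonylated chromatin on these sequences. Training and home cage housing give no reason for a difference here, and no biological explanation was tested.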

How the results depend on the processing

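No paired analysis was possible because each condition had 1 ChIP library and the libraries that share replicate numbers were not analysed here. No replicate could be left out for the same reason. The planned thresholds on q and p, the homecage list shortened by −log10 p, and the ranking by enrichment were not run because the files as analysed carry no strengths, and placement outside assembly gaps was not run without a genome sequence. Homecage lists reduced at random or by width, the 500 bp minimum, removal of dense bins, autosomes only, rotation and placement within 1-Mb bins were chosen only after the data were seen. Of 210 recomputed values, 122 stayed within the counting interval (or within 1.5 times, for counts and lengths), 84 moved beyond it, and 4 changed sign from a reported difference whose interval excluded 0. Another 3 differences of gene lists from random lists, whose reported intervals included 0, also crossed 0. The cause of these changes was not tested unless stated. Merging peaks closer than 1 kb, all sequences in the file and autosomes only moved none of their 5, 5 and 32 values. Percentiles were not part of this count. With autosomes only, the homecage difference of housekeeping genes went from 15.4 points (percentile 97.1) to 11.5 points (percentile 85.9). That alternative dropped the peaks on X and Y but kept the genes there, which then counted as genes without a peak. The change is therefore not a result on autosomal genes. The direction of 2 results held in each alternative that recomputed them and did not equalise the list lengths, namely more homecage than learning peaks, and, with equal lengths too, a larger excess of learning than homecage peaks at gene ends.

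Stricter overlap lowered shares and raised folds. With 50% of the peak covered, 31.9% of learning peaks (6.38-fold) and 0.872% of homecage peaks (4.35-fold) were shared. With 50% of both peaks, the values were 14.2% (5.88-fold) and 0.687% (5.71-fold). Rotating the homecage list gave 4.20-fold for shared learning peaks. Placement within 1-Mb bins gave 3.68-fold and 3.38-fold for shared learning and homecage peaks, 4.09-fold and 1.34-fold at gene ends, and 1.17-fold for learning peaks in gene bodies.

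With 3 kb windows, 26.2% of learning peaks (2.97-fold) and 10.4% of homecage peaks (1.18-fold) lay at gene ends, 188 genes had a learning peak alone, and 95.7% of genes with a learning peak also had a homecage peak. Olfactory receptor genes then differed from random lists by -5.14 points in the learning list and 7.48 points in the homecage list. By peak centres, the shares were 18.8% (6.02-fold) and 4.49% (1.45-fold).

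The 4 sign changes from an interval that excluded 0 all concerned olfactory receptor genes in the homecage list. Their difference from random lists was 3.24 points as reported, 0 with gene bodies, -14.2 without length matching, -0.541 in the list reduced at random, -1.17 in the widest peaks and -0.991 with peaks of at least 500 bp. The counting intervals of the last 3 included 0, although the widest peaks stood at percentile 0.68 of the random lists, and without the densest bins the difference was 5.41. In the learning list it stayed negative, at -14.7 without matching and -0.991 with peaks of at least 500 bp. The 3 other differences that crossed 0 were also in the homecage list. Housekeeping genes went from 15.4 to -11.5 points with peaks of at least 500 bp. With the widest peaks, GABA genes went from -16.7 to 4.17 points and glutamate genes from 2 to -4 points. In the learning list, glutamate genes ranged from -4 points with peaks of at least 500 bp (percentile 14.5) to 12 points with gene bodies (percentile 97.5), against 0 as reported, and the intervals of all 3 differences included 0.

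Reducing the homecage list at random to 16002 peaks left 1.97% of learning and 1.91% of homecage peaks shared (4.0-fold and 3.88-fold), 1.42-fold at gene ends, and 901 genes with a homecage peak, 222 in both lists, 3188 with a learning peak alone, 679 with a homecage peak alone and 6.51% of learning genes shared. With fewer homecage peaks left, fewer genes had one and more genes had a learning peak alone. The widest 16002 homecage peaks gave 13.4% and 12.3% shared (13.0-fold and 12.1-fold), 11.9% of homecage peaks at gene ends (2.48-fold), and 2072, 877, 2533 and 1195 genes in the same order, with 25.7% of learning genes shared. Activity-induced genes then exceeded random lists by 21.4 points in the homecage list.

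With peaks of at least 500 bp, 2503 learning and 82048 homecage peaks (ratio 32.8) covered 1.79 and 60.5 Mb. Shared shares were 51.0% (10.4-fold) and 1.56% (10.4-fold), and shares at gene ends 29.8% (7.15-fold) and 7.46% (1.79-fold). Genes with a peak numbered 836 and 6112, with 608 in both, 228 in the learning list alone, 5504 in the homecage list alone and 72.7% of learning genes shared. Gene body folds were 1.39 and 1.07. In the homecage list, activity-induced genes exceeded random lists by 25 points and housekeeping genes fell to -11.5 points. The autosome to X ratio of density was 5.56 in the learning list, and 0% of X-linked genes had a learning peak and 0.518% a homecage peak.

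Without the 1% densest bins, 40.8% of learning peaks (4.33-fold) and 1.80% of homecage peaks were shared, 21.3% of learning peaks lay at gene ends (5.94-fold), and gene body folds were 1.31 and 1.04. For the named genes, 12 of 42 peak counts moved with the 500 bp minimum, all downwards and 6 of them to 0, 19 moved with 3 kb windows, all upwards, and 2 without the dense bins, both to 0. The unknown read depth limits the comparison of list lengths, since a difference in depth alone changes how many peaks pass a fixed p.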

Other observations

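The tests of mislabelled libraries and of open chromatin bias, the count of dense bins without the stem Gm, the share of shared peaks in dense bins, and the placement of learning-only peaks within 1-Mb bins were chosen only after the results were seen. No test here has a replicate of either condition behind it.

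The homecage list was 20.7 times as long as the learning list. One candidate explanation is that most homecage peaks are weak calls at a lenient threshold. It predicts that homecage peaks without a learning partner are placed nearly as at random. They lay at gene ends 1.24 times as often as randomly placed peaks (95% interval 1.22 to 1.26), while homecage peaks with a learning partner did so 7.93 times as often. This decides nothing. The first class holds 324451 of the 331236 homecage peaks, so its value had to lie near the 1.40 of the whole list, and taking out the peaks shared with the learning list lowers it by construction. Weak calls and real sites away from gene ends therefore cannot be told apart here. A difference in read depth or in the yield of the precipitation could also lengthen one list, and it cannot be told apart from a biological difference here because 0 of the 2 files give a read total. The same holds for wrong labels, with 1 library per condition and no sequence that identifies the condition. An effect of training on crotonylation stays open and untested.

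Learning peaks lay at gene ends 5.45 times as often as at random, and homecage peaks 1.40 times. If a shorter list simply held the strongest sites, the strongest homecage peaks might reach the learning value. The widest 16002 homecage peaks reached 2.48-fold. No strength was measured, and how width relates to strength is unknown here, so this explanation stays open. Open chromatin or fragmentation bias is open as well, because 0 files from an input library were analysed.

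Of the 16002 learning peaks, 9104 had no homecage partner although the homecage list was so long. That these peaks are random calls as a set is argued against by their position. They lay at gene ends 3.06 times as often as random placements (95% interval 2.88 to 3.24), less than the 8.32 times of learning peaks with a partner. Placement within their own 1-Mb bins gave 2.54 times (2.39 to 2.69). This does not show that the sites are absent from the homecage library. Whether these sites would recur in a second learning library is unknown.

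Both lists piled up in the same places. Among 2666 bins of 1 Mb, the 27 with most homecage peaks and the 27 with most learning peaks had 17 in common, against 0.273 expected by chance. The 27 bins held 9.65% of learning peaks and 2.18% of homecage peaks. The bin on chromosome 4 from 147 to 148 Mb held 190 learning and 400 homecage peaks, where the medians over all bins were 5 and 132. A candidate explanation is sequence in many copies that collapses onto the assembly. Of the 27 dense bins, 70.4% held 5 or more protein-coding genes with one symbol stem, compared with 9.62% of the other 2639 bins (two-sided Fisher's exact test, p = 9.11e-14). In 5 of these bins the only such stem was Gm, which marks predicted genes and not 1 family. Without it, the shares were 51.9% and 7.88% (two-sided Fisher's exact test, p = 3.92e-09). Both tests treat bins as independent. Some dense bins are neighbours with the same stem, such as Vmn on chromosome 7 from 20 to 24 Mb, so the p-values can be too small. Vmn, Zfp, Mup and Pramel genes were among the clusters. This goes with the explanation, though clustered families may also differ in chromatin. The widest peak on the chromosomes in both lists lay in Sfi1 (chromosome 11, 3185413 to 3190017 in the learning list and 3184219 to 3199921 in the homecage list). Of the 1544 learning peaks in the dense bins, 997 were shared (64.6%, 95% interval 62.1 to 67.0%), which is 14.5% of all shared learning peaks. Without these bins, the shared share was 40.8% in place of 43.1%.

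Chromosome X was nearly empty of peaks. A lower number of genes as the whole cause is argued against by the shares per gene, since 4.24% of X-linked genes had a homecage peak at a gene end and 64.2% of autosomal genes did, with 0.104% and 16.5% in the learning list. A second candidate explanation is that X is present in 1 copy per cell in male mice, so that its reads rarely pass a threshold set on the autosomes. The labels of the ChIP libraries give no sex, and chromosome Y held 38 learning and 639 homecage peaks. The end of X from the start of Mid1 onwards, which includes the pseudoautosomal part with a partner on Y, held 39.0 homecage peaks per Mb, against 6.27 on the rest of X and 135 on the autosomes. The learning list had 16.9, 0.601 and 6.12. The first peak in this stretch lay at 169973215 in the homecage list and at 169972952 in the learning list. This end contains 0.707 Mb without a homecage peak and 0.714 Mb without a learning peak. Outside these stretches it held 97.1 homecage and 42.8 learning peaks per Mb. These stretches were the longest without a peak in the same lists, so leaving them out raises the density by construction. The values for the rest of X and the autosomes were not trimmed in this way. The homecage density stayed below the autosomal median, and the learning density was above it with and without the stretch. A higher density than on the rest of X goes with the copy explanation, but this end may also hold repeated sequence, so the explanations cannot be told apart. A biological depletion of crotonylation on X was not tested. The densest part of X, from 31 to 32 Mb, held 35 of the 120 learning peaks and 114 of the 1089 homecage peaks.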
